A study of Komagataella phaffii with 102 samples. Its data were reported in "Comparative genome‐scale analysis of Pichia pastoris variants informs selection of an optimal base strain" (2019).

How the data were processed

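Expression was measured by RNA-seq in 102 libraries of 11 nontransgenic Komagataella phaffii strains, each sampled under 3 culture conditions. Per the labels, cultures were collected after 24 h in glycerol, after a further 24 h in glycerol, or after a further 24 h in methanol, and these conditions are called 24 h glycerol, 48 h glycerol and methanol. Strain, condition and replicate letter were taken from the labels.

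The authors aligned the short reads with STAR, quantified genes with RSEM and deposited one table of expected counts and one of log2-transformed transcript abundance (TPM, transcripts per 1000000). The deposited expected counts were estimated read numbers per gene without normalization, and 100% of the values were whole numbers when checked. The deposited log2 values were log2(TPM + 1). Back-transformed TPM of the 5116 genes in the tables summed to less than the total of a full library in each case, so part of each library lay outside those genes, and this share is called unlisted TPM. The authors' annotation of their Y-11430 assembly gave the coordinates. It listed 5167 features on 4 chromosomes and on contigs that include the linear plasmids, and 51 of these features had no values in the tables. How those features were left out is not stated. Every sample column of both tables was used.

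The deposited data files do not pair gene identifiers with symbols, though a supplementary table of the study does so for a few genes. Of the identifiers, 0 matched the 5040 genes of a RefSeq gene table. Gene set tests and lists of named pathway genes fixed before the data were examined were therefore not run, and genes are given by identifier only.

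Differential expression was tested with edgeR 4.0.16 in R 4.3.3 on the counts, with TMM normalization, genes filtered by filterByExpr over the groups, a robust quasi-likelihood fit and a two-sided quasi-likelihood F test. For each condition, 1 model with a mean per strain held all libraries of that condition. The p-values therefore measure spread between libraries within strains, and differences between the strains of a group do not enter them. A gene was called at a Benjamini-Hochberg adjusted p-value under 0.05 and an absolute log2 fold change of at least 1. There were 5018 genes tested at 24 h glycerol, 5046 at 48 h glycerol and 5045 in methanol, and the common biological coefficients of variation were 0.183, 0.200 and 0.301.

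Comparisons were fixed before the data were examined, as were the alternatives except where stated. As in the study, Y-12729, Y-48123 and Y-48124 served as reference strains. Here they were given equal weights. Against their mean were set Y-17741, Y-11430, GS115, X-33 and the mean of the 4 strains YB-378, Y-7556, YB-4289 and YB-4290, which the study named Cluster 2. The study formed these groups from expression in these same libraries, so that comparison is no independent evidence of a difference. A grouping by genotype set GS115, Y-48124 and X-33, which share the mutations of GS115, against Y-11430, Y-12729 and Y-48123. The strains Y-7556 and YB-4290, whose genomes the study found identical, gave the number of calls between indistinguishable genotypes.

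A model over all 102 libraries, with a mean per strain and condition, tested methanol against 48 h glycerol and 48 h against 24 h glycerol, averaged over the 10 strains with at least 2 libraries in each condition, for 5087 genes. It also tested whether the methanol response differed between Cluster 2 and the reference strains. After the data had been seen, 3 further interaction contrasts were added, for Y-11430, X-33 and Y-17741. All 4 interaction contrasts used Y-12729 and Y-48124 as references, because Y-48123 had 1 library at 48 h glycerol.

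On simulated data made from the 24 h glycerol libraries, with 200 of 5018 genes changed by a log2 of 1.5 or 2, the model called 197 of the changed genes (98.5%) and 1 unchanged gene. In the same check, a comparison without simulated changes gave 0 calls.

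Strain means of log2(TPM + 1) were compared by squared Pearson correlation across genes with a mean of at least 1, and by principal components. Counts of the 7 genes on the linear plasmid contig were summed per library and given as counts per 1000000 counts of the library total (CPM) with Wilson 95% confidence intervals. A strain was recorded as without detected plasmid expression at a pooled level of at most 3 CPM, and a count of 0 allows a level of up to 3 counts. Intervals and floors cover counting error only.

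After the data had been seen, each library was given a position between groups of other strains, from the projection of log2(CPM + 1) over the 4915 genes with a mean above 5 CPM. For glycerol libraries, 0 is 24 h and 1 is 48 h in the reference strains. For methanol libraries, 0 is the reference strains and 1 the Cluster 2 strains. The strain of the library itself was left out of the groups, and for Y-7556 and YB-4290 also the other of the pair. For possible mixtures, libraries of other strains were mixed in CPM at the share that gave the position. Enrichment near chromosome ends (within 50 kb) was tested with two-sided Fisher's exact tests among the tested genes.

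Genes named for a comparison were those with the largest rise and the largest fall among the called genes on the 4 chromosomes that had a mean of at least 50 CPM in either arm and no overlap between the libraries of the arms. Any other gene named was chosen after its values were seen.

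Alternatives were DESeq2 1.42.0 without and with shrinkage, DESeq2 size factors (RLE), no filter on low counts, no fold minimum, the replicate letter as a block, only the compared strains in the model, other reference strains, Y-11430 left out of its lineage, and each library left out in turn. Leaving out the 6 libraries under 1000000 counts was added after the data had been seen. Correlations were recomputed with log2(CPM + 1), all genes, genes with a mean of at least 4, and Spearman's coefficient. Calls were also counted in 100 random splits of the libraries of each comparison into groups of the same sizes, or in all splits where fewer exist. Python 3.11.15, pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9 were used for the remaining steps, with 100000 permutations for correlations across libraries.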

Results

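The libraries covered 11 strains of Komagataella phaffii, a methylotrophic yeast used for protein production. They comprised 36 libraries at 24 h glycerol, 28 at 48 h glycerol and 38 in methanol. Groups held 1 library (Y-48123 at 48 h glycerol) to 7 libraries (Y-11430 in methanol), and most held 3. GS115, X-33 and Y-48124 are related laboratory strains, and Y-11430 is the strain of the reference assembly. All strains but GS115 and X-33 came from the USDA-NRRL culture collection.

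Total counts ranged from 70901 to 16336681 per library, with a median of 3810597. The range was 2178289 to 6551295 at 24 h glycerol, 425037 to 16336681 at 48 h glycerol and 70901 to 5527511 in methanol. There were 6 libraries with fewer than 1000000 counts, of which X-33 methanol replicate C was the smallest with 70901, followed by Y-11430 48 h glycerol replicate D with 425037 and YB-4289 methanol replicate C with 473556. Of the 5116 genes, a median of 44 and at most 738 had a count of 0 in a library. Unlisted TPM made up 5.36% to 46.2% of a library, and its median was 16% at 24 h glycerol, 25.1% at 48 h glycerol and 26.5% in methanol.

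The similarity of strain means was measured first, to ask how the strains group by expression. At 24 h glycerol, the median squared correlation across genes was 0.961 among the 3 reference strains, 0.967 among the 4 Cluster 2 strains and 0.908 between these groups. At 48 h glycerol the corresponding medians were 0.966, 0.944 and 0.909. In methanol the median was 0.978 among reference strains and 0.949 among Cluster 2 strains, and it fell to 0.764 between the groups. With genes of a mean of at least 4, the setting that moved this value most, the last median was 0.652. The strains Y-7556 and YB-4290 correlated at 0.990, 0.985 and 0.989 in the 3 conditions. The median correlation of Y-17741 with the reference strains was 0.911 at 24 h glycerol, 0.804 at 48 h glycerol and 0.769 in methanol. Y-11430 had a median of 0.827 with the reference strains at 24 h glycerol but 0.968 at 48 h glycerol and 0.964 in methanol. X-33 in methanol lay at 0.861 from the reference strains and 0.853 from the Cluster 2 strains, an order that reversed to 0.812 and 0.818 with genes of a mean of at least 4. Genes are not independent replicates, so these values describe the strain means only.

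In principal components of the strain means, the first component held 39.7% of the variance at 24 h glycerol, where Y-11430 lay farthest out, and the second held 20.3%, where GS115 lay farthest out. At 48 h glycerol the components held 33.9% and 26.4%, with YB-378 and Y-17741 farthest out, and GS115 in place of YB-378 when single libraries were used. In methanol they held 48.8% and 21.7%, with GS115 and Y-17741 farthest out.

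**Figure D1:**
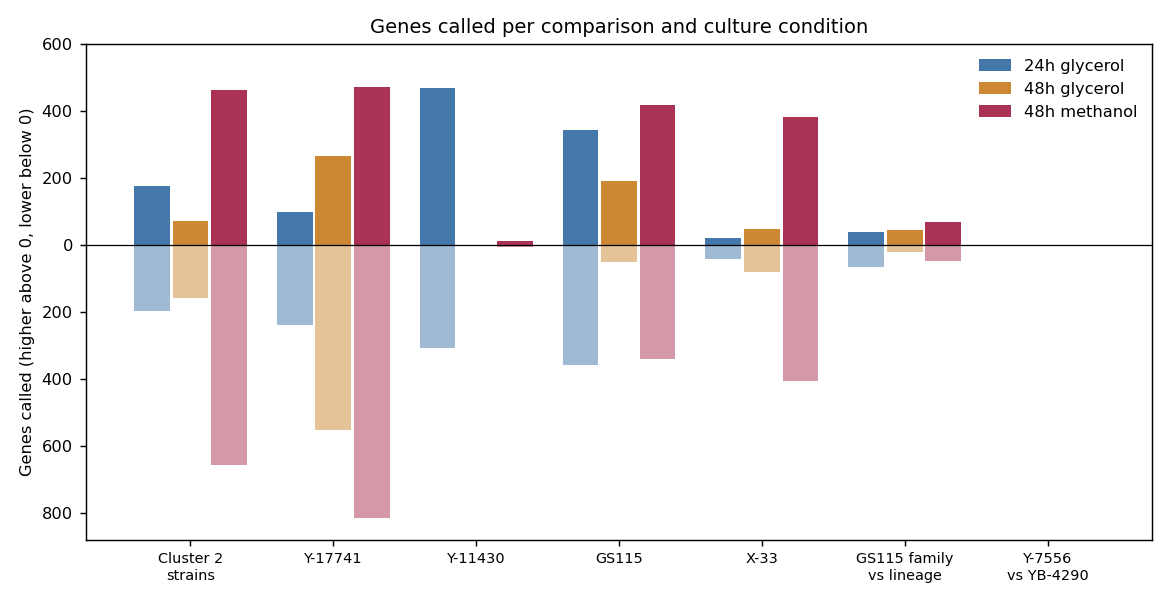
Genes called per comparison (horizontal axis) and culture condition (colour), with the number of genes higher in the named strains above 0 and lower below 0 (vertical axis, pale bars). Y-11430 had 778 calls at 24 h glycerol, 1 at 48 h glycerol and 19 in methanol, and Y-7556 against YB-4290 had 0 in each condition.

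The Cluster 2 strains were compared with the reference strains to ask which genes set the clusters apart. At 24 h glycerol, 177 genes were higher and 196 lower in the Cluster 2 strains, 373 in total, and at 48 h glycerol 71 were higher and 159 lower, 230 in total. In methanol, 463 genes were higher and 657 lower, 1120 in total. Without a fold minimum, the alternative that moved these counts most, 2502, 1722 and 3129 genes passed the adjusted p-value alone. In methanol the model without Y-12729 replicate B called 1335 genes. There were 35 genes called in all 3 conditions in the same direction, 6 higher and 29 lower, where 0.982 would be shared if the calls were independent.

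In methanol, the named rise in Cluster 2 was GQ67_02095 (chromosome 1, 1572167 to 1574276, minus strand), with 5164 ± 1081 CPM (SD, n = 11) against 196 ± 64.8 CPM (SD, n = 10) in the reference strains, a log2 fold change of 4.82 (SE 0.36, adjusted p = 5.47e-12, edgeR). The named fall was GQ67_03559 (chromosome 3, 939467 to 941477, minus strand), with 11.3 ± 14.1 CPM (SD, n = 11) against 1283 ± 771 CPM (SD, n = 10), a log2 fold change of -7.01 (SE 0.69, adjusted p = 1.32e-09, edgeR). GQ67_04920 on chromosome 4 was higher at 24 h glycerol by a log2 of 2.96 (SE 0.26, adjusted p = 3.51e-10, edgeR), with 941 ± 364 CPM (SD, n = 12) against 122 ± 40.6 CPM (SD, n = 9). By the rule for named genes, every library of the one arm lay beyond every library of the other.

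Y-17741, the most distant strain in sequence, was compared with the reference strains. It had 338 calls at 24 h glycerol (100 higher and 238 lower), 818 at 48 h glycerol (266 higher and 552 lower) and 1286 in methanol (471 higher and 815 lower). There were 79 genes called in all 3 conditions in the same direction, 16 higher and 63 lower, where 4.63 would be shared if the calls were independent. The study found many sequence differences and some deletions in Y-17741 against Y-11430. Reads lost through these differences from the assembly may account for part of the lower genes, which was not tested. The 48 h glycerol count rested on 2 libraries of Y-17741. The named rise at 24 h glycerol was GQ67_04640 (chromosome 4, 644652 to 646173, minus strand), with 93.3 ± 19.5 CPM (SD, n = 3) against 7.39 ± 3.61 CPM (SD, n = 9), a log2 fold change of 3.83 (SE 0.24, adjusted p = 2.75e-13, edgeR).

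Y-11430 was compared with the reference strains because Y-12729 and Y-48123 are close to it in sequence. There were 470 genes higher and 308 lower at 24 h glycerol, 778 in total. At 48 h glycerol 1 gene was called, while 293 had an unadjusted p under 0.05, and in methanol 12 were higher and 7 lower (12 and 51 with DESeq2), 19 in total, with 731 at an unadjusted p under 0.05. The gene called at 48 h glycerol was GQ67_04324 (chromosome 4, 65594 to 71153, minus strand), with 639 ± 226 CPM (SD, n = 3) against 246 ± 91.1 CPM (SD, n = 7), a log2 fold change of 1.18 and an adjusted p of 0.0499 (edgeR). It was not called with RLE size factors. The count at 48 h glycerol ranged from 0 to 3 and that in methanol from 10 to 41 across the models that each left out one library, the highest ones without Y-48123 replicate B and without Y-12729 replicate C. At 24 h glycerol the named rise was GQ67_01233 (chromosome 2, 2170626 to 2172211, plus strand), with 692 ± 199 CPM (SD, n = 6) against 7.16 ± 7.38 CPM (SD, n = 9), a log2 fold change of 6.68 (SE 0.67, adjusted p = 7.91e-10, edgeR).

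GS115, which carries a histidine auxotrophy, had 702 calls against the reference strains at 24 h glycerol (344 higher and 358 lower), 243 at 48 h glycerol (192 higher and 51 lower, from 2 libraries of GS115) and 758 in methanol (418 higher and 340 lower). There were 48 genes called in all 3 conditions in the same direction, 43 higher and 5 lower, where 1.3 would be shared if the calls were independent. The named rise at 24 h glycerol was GQ67_05114 (chromosome 4, 1431176 to 1434664, plus strand), with 1720 ± 658 CPM (SD, n = 3) against 19.8 ± 2.79 CPM (SD, n = 9), a log2 fold change of 6.63 (SE 0.17, adjusted p = 5.97e-23, edgeR). The named fall was GQ67_04112 on chromosome 3, with 111 ± 57.4 CPM (SD, n = 3) against 1943 ± 462 CPM (SD, n = 9), a log2 fold change of -3.96 (SE 0.64, adjusted p = 8.2e-06, edgeR).

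X-33 had 64 calls against the reference strains at 24 h glycerol (22 higher and 42 lower, but 36 and 27 without X-33 replicate A and 31 and 19 without replicate B), 130 at 48 h glycerol (49 higher and 81 lower) and 788 in methanol (383 higher and 405 lower). Single libraries decided much of the methanol count. It was 258 without X-33 replicate A and 1232 without X-33 replicate C, which had 70901 counts. At 48 h glycerol the count was 82 without X-33 replicate B and 184 without Y-48124 replicate A. With RLE size factors the larger share of the methanol calls was higher, at 54.1% against 48.6% with TMM.

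The genotype comparison of GS115, Y-48124 and X-33 with Y-11430, Y-12729 and Y-48123 gave 105 calls at 24 h glycerol (39 higher and 66 lower), 66 at 48 h glycerol (46 higher and 20 lower) and 118 in methanol (70 higher and 48 lower). Without Y-12729 replicate A the 48 h glycerol count was 119, and without Y-12729 replicate B the methanol count was 219. When Y-11430 was left out, the balance of directions at 24 h glycerol turned to 63 higher and 42 lower. In methanol the balance turned to 75 higher and 108 lower without X-33 replicate C. There were 4 genes called in all 3 conditions in the same direction. GQ67_03365 (chromosome 3, 623197 to 624987, plus strand) was the named rise in each condition, with log2 fold changes of 2.00 at 24 h glycerol (adjusted p = 5.86e-13), 1.94 at 48 h glycerol (adjusted p = 5.49e-06) and 1.64 in methanol (adjusted p = 5.3e-11), all from edgeR. Its level at 24 h glycerol was 64.4 ± 10.9 CPM (SD, n = 9) against 21.9 ± 11.4 CPM (SD, n = 12). Each n counts libraries, from 3 strains per arm, and the p-values do not measure spread between strains of a genotype.

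Between Y-7556 and YB-4290, which have identical genomes, 0 genes were called at 24 h glycerol, 48 h glycerol and in methanol, and 42, 55 and 31 genes had an unadjusted p under 0.05. In a further check, Y-12729 was compared with Y-48123, where the study found a single SNP each against Y-11430. It gave 28 calls at 24 h glycerol and 1 in methanol.

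The carbon source and time contrasts asked how expression changed between conditions across 10 strains. Methanol against 48 h glycerol gave 731 higher and 623 lower genes, 1354 in total, and 48 h against 24 h glycerol gave 711 higher and 705 lower, 1416 in total. Without a fold minimum, 4240 and 4225 genes passed. GQ67_05214 (chromosome 4, 1583138 to 1585129, minus strand) was the named rise in methanol, with 31675 ± 26246 CPM (SD, n = 34) against 154 ± 137 CPM (SD, n = 27), a log2 fold change of 7.37 (SE 0.30, adjusted p = 8.17e-36, edgeR). The named fall was GQ67_01233, with 9.40 ± 13.2 CPM (SD, n = 34) against 905 ± 553 CPM (SD, n = 27), a log2 fold change of -7.42 (SE 0.37, adjusted p = 5.21e-30, edgeR). GQ67_04060 on chromosome 3 was the named rise from 24 h to 48 h glycerol, by a log2 of 4.93 (SE 0.20, adjusted p = 5.71e-36, edgeR).

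Whether strains differed in these responses was tested with interaction contrasts. The methanol response of the Cluster 2 strains differed from that of the reference strains in 931 genes, 408 higher and 523 lower (651 and 596 without Y-12729 methanol replicate B). The difference of Y-11430 from the reference strains changed between 24 h and 48 h glycerol in 776 genes, 492 higher and 284 lower at 24 h. That of X-33 changed between methanol and 48 h glycerol in 809 genes, 364 higher and 445 lower in methanol. That of Y-17741 changed between 48 h and 24 h glycerol in 434 genes, 212 higher and 222 lower at 48 h. The X-33 count was 406 without X-33 methanol replicate B and 1181 without Y-12729 methanol replicate B.

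Positions of single libraries between groups were measured after the data had been seen. The 6 Y-11430 libraries at 24 h glycerol lay at 0.545 ± 0.0535 (SD, n = 6) between 24 h and 48 h glycerol, and the 3 at 48 h glycerol at 0.909 ± 0.0631 (SD, n = 3). The 3 reference strains and X-33 had 24 h means between -0.0525 and 0.0847. Y-48124 at 48 h glycerol lay at 0.971 in replicate A, 0.914 in replicate B and 0.549 in replicate D. In methanol, the libraries of the 4 Cluster 2 strains lay between 0.742 and 1.06, those of Y-11430 between -0.282 and -0.125 and those of Y-17741 between 0.326 and 0.440. X-33 methanol replicates A and B lay at 0.809 and 0.858, but replicate C at -0.219. In each reference strain 1 methanol library lay apart, with Y-12729 replicate B at 0.565, Y-48123 replicate C at 0.413 and Y-48124 replicate C at 0.404, while the other 7 libraries of these strains lay between -0.283 and -0.0582.

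**Figure D2:**
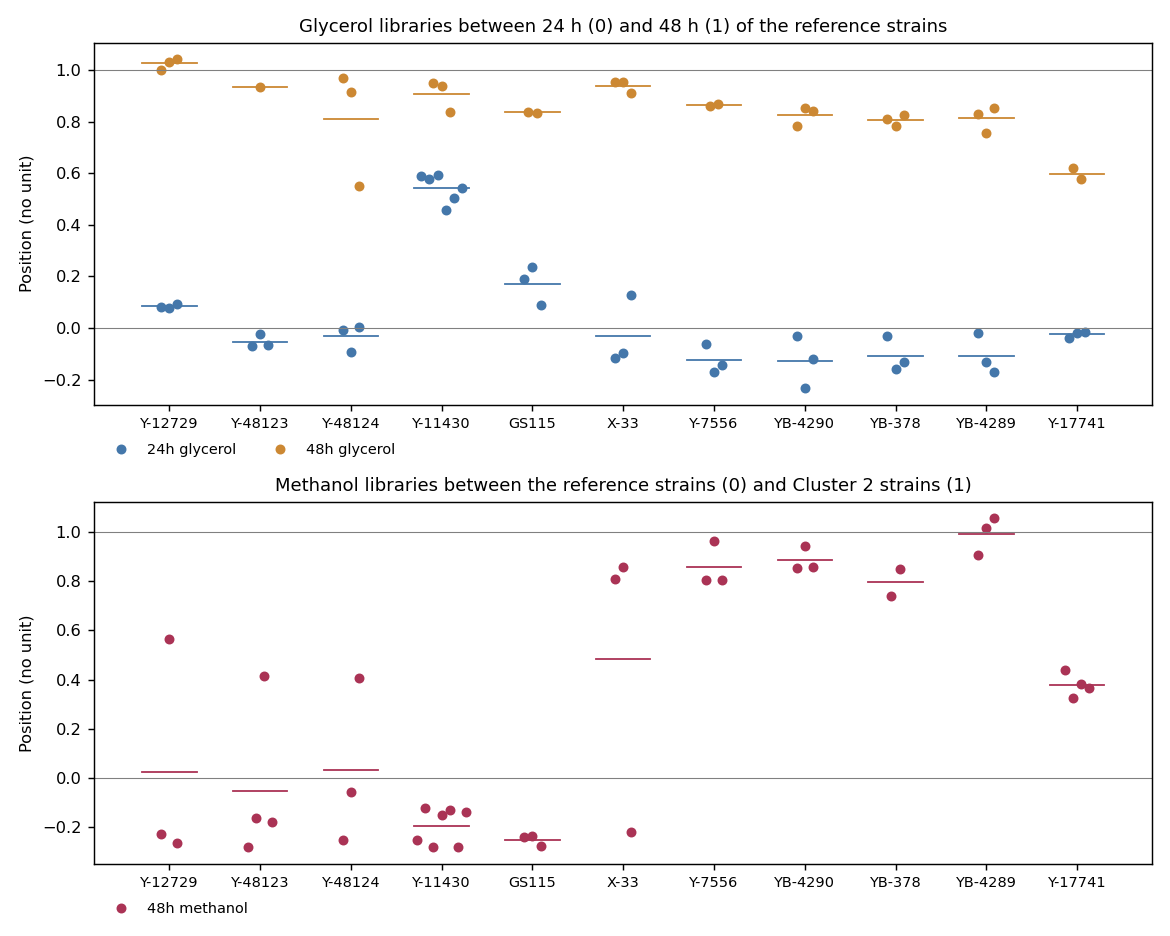
Position of each library (points, without unit, vertical axis) by strain (horizontal axis), with the mean as a line. The upper panel places glycerol libraries between 24 h (0) and 48 h (1) of the reference strains, where Y-11430 at 24 h lies at a mean of 0.545, and the lower panel places methanol libraries between the reference strains (0) and Cluster 2 (1), where X-33 spans -0.219 to 0.858.

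Expression of the 7 genes on the linear plasmid contig was measured in all libraries, as a check of the strain labels. It was detected in 7 strains, with pooled levels of 17.6 CPM in GS115, 19.5 in Y-48123, 34.1 in Y-7556, 59.3 in Y-11430, 75.9 in Y-12729, 94.0 in YB-4289 and 105.0 in YB-4290. The pooled level was at or under the limit of 3 CPM in the other 4 strains, with 0.213 CPM in X-33, 0.716 in YB-378, 1.3 in Y-17741 and 1.62 in Y-48124. With TPM in place of CPM, the same 7 strains were above the limit.

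**Figure D3:**
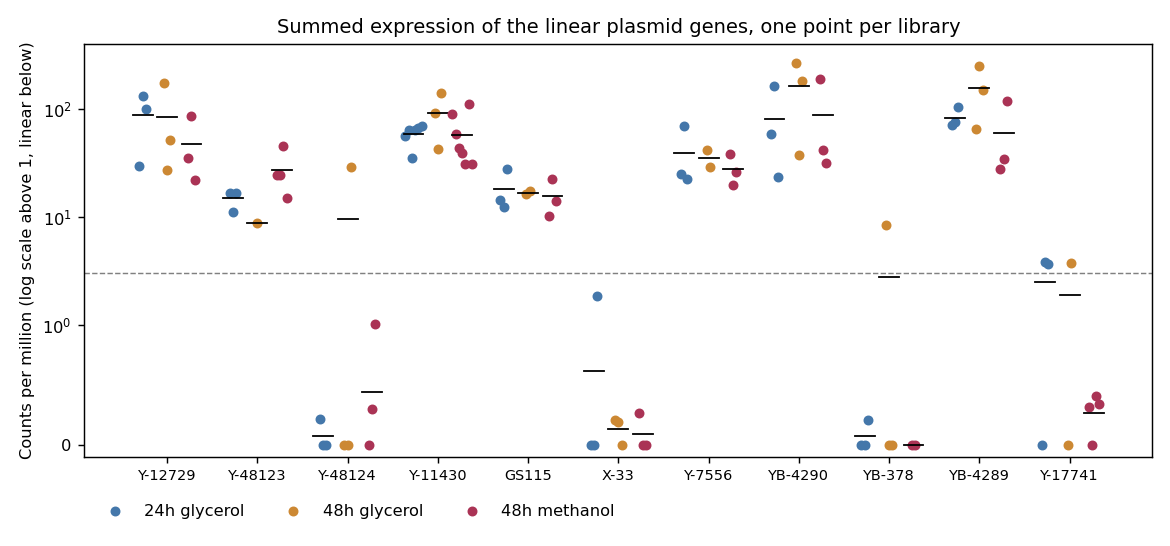
Summed level of the 7 linear plasmid genes (CPM, logarithmic axis above 1 and linear below) in each library by strain, with the group mean as a line and the detection limit of 3 as a dashed line. Single libraries of Y-48124 at 48 h glycerol (28.9) and of YB-378 at 48 h glycerol (8.41) lie above the limit in strains otherwise below it. Libraries of Y-17741 at 24 h glycerol (3.81 and 3.68) and at 48 h glycerol (3.75) lie just above it.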

Values the study reported

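For its later glycerol condition (B) and its methanol condition (C), the study put the differentially expressed genes of Y-17741 against Cluster 1 at nearly 1,000. It counted 74 SNPs in GS115, 16,000 SNPs in YB-4289 and over 44,000 SNPs in YB-378 and Y-17741, each against Y-11430. It found a single SNP in each of Y-12729, Y-48123, Y-7556 and YB-4290.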

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

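The contrast between the methanol responses of Cluster 2 and the reference strains was planned. Every other contrast in this part was chosen after the result had been seen. So was every test, except the splits of the libraries and the models that each left out one library. Those were planned, but were also applied to contrasts added later. A test for single libraries far from the rest of their group, run 40 times in the 4 groups of 4 to 7 libraries, singled out 0 libraries. Y-48123 methanol replicate C came closest, by its position, with a gap of 0.827 of the range against a limit of 0.829. With so few libraries the test has little power. It also cannot find a group that splits into sets, as the Y-11430 methanol libraries did. Groups of 3 or fewer were not tested that way.

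The methanol response differed between the Cluster 2 strains and the reference strains in 931 genes by a test of the difference itself. Other groupings argue against a random split of the libraries, because 1 of 100 splits, the real one, gave as many calls in a model with the strains pooled, which called 864. The tables also argue against a weaker response of the same genes as the whole cause, since the difference in response correlated at -0.113 across 4915 genes with the methanol response of Y-11430, where a strongly negative value was needed. A weaker response as part of the cause stays open, because the 144 genes that rose most in Y-11430 had median log2 rises of 2.00 to 2.16 in the Cluster 2 strains against 2.41 to 2.99 in the reference strains, and the 93 that fell most had -2.14 to -1.51 against -2.57 to -2.34. The share of reads outside the listed genes is argued against as well, as 970 genes were called with that share in the model, where it had an effect on 335 genes. The groups had been formed from expression in these same libraries, so the count is no independent evidence. Across the models that each left out one library it ranged from 781 to 1247, the highest without Y-12729 methanol replicate B. Differences between the cultures stay open, because libraries of the same strain lay apart on the methanol axis. In each reference strain 1 methanol library lay toward Cluster 2 (0.404 to 0.565), and X-33 spanned -0.219 to 0.858. A difference between the strains in genotype also stays open as a hypothesis, untested in these data.

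Y-11430 differed from the reference strains at 24 h glycerol and hardly at 48 h glycerol, and the difference between these effects was itself called in 776 genes. Across the models that each left out one library, the 776 calls became 616 to 1005. The highest count came without Y-48124 48 h glycerol replicate D, which may hold 24 h material. In 1 of 100 splits, the real one, there were as many calls in a model with the strains pooled, which called 758. Low depth of the 48 h libraries is argued against, since 813 genes were called at 24 h glycerol after the libraries had been thinned to 425037 counts, the smallest total at 48 h, and 879 with 3 of the Y-11430 libraries. With both conditions thinned, the difference between the effects was called in 642 genes. The share of reads outside the listed genes as the whole cause is argued against by 573 calls with that share in the model. A single set of replicates is argued against by 893 calls at 24 h glycerol from replicates A to C alone and 701 from D to F alone. Exchanged labels are argued against by the mean position of 0.545 at 24 h, well under the 0.909 at 48 h. The values that the remaining explanation needs were found. Across genes, the difference at 24 h correlated at 0.821 with the change from 24 h to 48 h glycerol in the Cluster 2 strains, which share no library with it, while the other 6 strains tested this way gave -0.341 to 0.380. A candidate explanation is thus that the Y-11430 cultures were further along that change when collected at 24 h. Whether this came from the strain or from the inoculum or sampling time cannot be read from the tables, and genes are not independent replicates.

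The difference of X-33 from the reference strains changed between 48 h glycerol and methanol in 809 genes, and this result rests on few libraries. The count was 406 without X-33 methanol replicate B, and 10 of 100 splits gave as many calls as the real one, which had 73 in that model with the strains pooled, so a random split stays open. The methanol libraries of X-33 lay apart, with replicates A and B near Cluster 2 (0.809 and 0.858) and replicate C near the reference strains (-0.219). Low depth of replicate C is argued against, since replicates A and B thinned to 70901 counts lay at 0.965 and 1.03. A swap or mixture with a Cluster 2 strain that carries the linear plasmids is argued against by the plasmid level, which was 0.263 CPM in replicate A (1 count, Wilson 95% interval 0.0464 to 1.49 CPM) and 0 counts in replicate B (0.874 CPM allowed), where at least 26.6 and 27.4 CPM were needed. A swap or mixture with YB-378 is argued against by 3 genes silent in YB-378, which stood at 57.7% of the Y-48124 methanol level in replicate A (516 counts) and 85.9% in replicate B. Whether replicate C came from Y-48124 cannot be told apart from an X-33 culture that resembled the reference strains, because its position of -0.219 is that of either. Differences between the cultures in the course of methanol induction stay open, untested.

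The difference of Y-17741 from the reference strains changed between 24 h and 48 h glycerol in 434 genes. With 2 libraries of Y-17741 at 48 h glycerol, splits of the libraries were not run, and 1 of these libraries had 800311 counts. The count ranged from 337 to 539 across the models that each left out one library. It was highest without Y-48124 48 h glycerol replicate D. The share of reads outside the listed genes is argued against by 409 calls with that share in the model. Reads lost through sequence differences from the assembly would be lost in both conditions, and so largely cancel. The 48 h libraries lay at 0.621 and 0.576 between 24 h and 48 h glycerol, while the 24 h libraries lay at a mean of -0.0245. The difference at 48 h correlated at -0.385 across genes with the change from 24 h to 48 h in the Cluster 2 strains. The other 6 strains tested this way gave -0.364 to 0.399. The lowest of these was Y-48124, whose 48 h replicate D lay at 0.549 and may itself hold 24 h material, so it is no clean comparison. The next lowest was GS115 at -0.241, and the highest was Y-12729. With 2 libraries and this spread between strains, Y-17741 cultures less far along the change from 24 h to 48 h cannot be told apart from a difference in response. A biological difference stays open, untested.

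Reads from the linear plasmid genes passed both 3 CPM and 3 counts in 4 libraries of strains in which these genes were not detected. Other libraries of these strains held few counts, such as 3 counts (3.75 CPM) in Y-17741 48 h glycerol replicate D and 4 counts (1.84 CPM) in X-33 24 h glycerol replicate C. In Y-48124 48 h glycerol replicate D they reached 28.9 CPM (43 counts, Wilson 95% interval 21.5 to 38.9 CPM), against 0 counts in replicates A and B. This library also lay at 0.549 between 24 h and 48 h glycerol. A mixture with a 24 h library of a strain that carries the plasmids may be the source of both values. With YB-4289 as that strain, 34.5% of its material would give the position and 34.8% the plasmid level (25.8% to 46.8% by the Wilson interval), and 58 genes high at 24 h, chosen without Y-48124, gave a median share of 33.7% (quartiles 31.5% and 35.7%). With YB-4289 the spread of these shares between quartiles was 0.127 relative to the median. That was the smallest spread of any source strain, and the largest was 0.422 with Y-11430. Over the sources also tried on other libraries it was 0.127 to 0.224. In those, it was 0.302 to 0.875 (Y-11430 at 24 h) and 0.722 to 0.854 (Y-17741 at 48 h). Those libraries also lay between the time points but gave lower shares, and a low median raises this relative spread. With YB-4289 the quartiles were 3.02% and 7.23% in Y-11430 replicate A, and 11.7% and 16.7% in replicate D. They lay about as far apart as in the Y-48124 library. In Y-17741 replicate B they were farther apart, at 6.38% and 14.3%. The 58 genes were also chosen to be low in Y-17741 at 48 h. The relative spread therefore cannot set a mixture apart from cultures between the time points. YB-4289 was picked from 7 strains, and with YB-4290 the shares were 32.9%, 35.5% and 35.5%, so the strain is not settled. A complete exchange with a Y-11430 library from 24 h glycerol is argued against by GQ67_03365, at no less than 132 CPM in the 8 libraries of GS115, Y-48124 and X-33 at 48 h glycerol, this one included, and no more than 37.0 CPM in the 12 libraries of the Y-11430 lineage at 24 h, though this is 1 gene.

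In YB-378 48 h glycerol replicate A the plasmid genes reached 8.41 CPM (31 counts, Wilson 95% interval 5.93 to 11.9 CPM), against 0 counts in replicates B and C. The 3 genes silent in YB-378 stood at 4.90% of their level in the other strains in that library (22 counts), against 0.704% and 0.588% in replicates B and C. These values are those that a low share of material from another strain would give, so such a share may be the source. The same genes reached 3.97% in YB-378 24 h glycerol replicate B, where the plasmid genes had 0 counts, so a source without the plasmids would be needed there. In Y-17741 24 h glycerol the plasmid genes reached 3.81 CPM in replicate B (14 counts, Wilson 95% interval 2.27 to 6.39 CPM) and 3.68 CPM in replicate C (17 counts, Wilson 95% interval 2.30 to 5.90 CPM). The 3 genes silent in Y-17741 stood at 1.12% and 1.97% of the other strains there, against 0.790% in replicate A with 0 plasmid counts. They stood at 2.45% in 48 h glycerol replicate B, with 0 plasmid counts, and at 0% in replicate D, with 3, which goes against a link. With 4 to 11 counts of those genes at 24 h, a low share of foreign material cannot be told apart from expression at this level. No biological explanation was tested for these libraries.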

How the results depend on the processing

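Of the 27 counts of called genes, 20 changed by more than 1.5 times without the fold minimum, which leaves the adjusted p-value as the only criterion and so can only add genes. At 24 h glycerol the counts were then 2502 (Cluster 2), 1793 (Y-17741), 3293 (Y-11430), 2507 (GS115), 442 (X-33) and 2185 (genotype comparison). At 48 h glycerol they were 1722 (Cluster 2), 1754 (Y-17741), 538 (GS115), 597 (X-33) and 472 (genotype comparison), and in methanol 3129 (Cluster 2), 2699 (Y-17741), 1742 (GS115), 1572 (X-33) and 839 (genotype comparison). Over all libraries they were 4240 (methanol against 48 h glycerol), 4225 (48 h against 24 h glycerol), 2178 (methanol response of Cluster 2) and 1397 (Y-11430 at 24 h against 48 h).

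The choice of reference strains moved the counts next. With Y-11430 as the reference, 6 of 12 counts changed by more than 1.5 times, to 1417 (Cluster 2), 1250 (Y-17741), 1057 (GS115) and 1067 (X-33) at 24 h glycerol, and for X-33 to 315 at 48 h glycerol and 1276 in methanol. Y-11430 itself differed from the other references at 24 h. With a single reference strain, the Y-17741 count at 24 h glycerol was 562 (Y-48124), and that of X-33 was 40 (Y-48123) and 173 (Y-48124). The Y-11430 count at 48 h glycerol was 0 (Y-12729) and 14 (Y-48124), and in methanol 3 (Y-12729), 2 (Y-48123) and 8 (Y-48124). Models with only the compared strains have fewer libraries, and gave 0 (Y-11430), 1.2e+02 (GS115, rounded to 2 digits) and 44 (X-33) at 48 h glycerol, and 3 (Y-11430) and 207 (X-33) in methanol. Leaving Y-11430 out of its lineage changed 0 of 3 counts by more than 1.5 times.

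The other settings moved few counts, and the cause was not tested. The 1 gene called for Y-11430 at 48 h glycerol became 0 with RLE size factors, 0 without the filter, 2 with DESeq2, 3 with shrinkage and 0 without the libraries under 1000000 counts. Across all settings and left-out libraries that gave 0 calls there, 161 to 399 genes had an unadjusted p under 0.05. The 19 genes called for Y-11430 in methanol became 10 with the replicate block, 63 with DESeq2 and 70 with shrinkage. Shrinkage lowered Cluster 2 to 114 and the genotype comparison to 32 at 48 h glycerol. Without the libraries under 1000000 counts, the X-33 count in methanol rose to 1233 and the genotype comparison in methanol to 183. Deviations from the group means correlated at over 0.1 in 33.9%, 29.8% and 36.7% of pairs of libraries with the same replicate letter in the 3 conditions, against 18.8%, 25.1% and 26.3% of other pairs (medians 0.0157, 0.00564 and 0.0427 against -0.0110, 0.00116 and -0.00927). Since most pairs with the same letter stayed under 0.1, the letters were not taken to pair the samples, though some may share a day or batch.

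Across the models that each left out one library, 7 counts changed by more than 1.5 times at least once. These were Y-11430 at 48 h glycerol (0 to 3) and in methanol (10 to 41), X-33 at 48 h glycerol (82 to 184) and in methanol (258 without X-33 replicate A to 1232 without replicate C), the genotype comparison at 48 h glycerol (46 to 119) and in methanol (85 to 219), and X-33 in methanol against 48 h glycerol (406 to 1181). For the Cluster 2 comparison the ranges were 350 to 412, 202 to 284 and 1003 to 1335 in the 3 conditions, and for Y-17741 308 to 355, 786 to 912 and 1249 to 1375.

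Of the 36 named genes, each under RLE, the replicate block and DESeq2, all kept their direction, and 1 fell short of the threshold, GQ67_04324 for Y-11430 at 48 h glycerol under RLE. RLE moved the median log2 fold change of a comparison by at most 0.08. It turned the balance of directions for X-33 in methanol (48.6% to 54.1% higher), for 48 h against 24 h glycerol (50.2% to 48.1%) and for the X-33 interaction (45.0% to 51.6%). Over all settings and left-out libraries, the balance turned in 68 of 735 alternatives, for 14 of the 27 counts. The shares were largest for X-33 in methanol (13 of 25) and Y-11430 in methanol (9 of 27). It also turned in 13 of 67 alternatives for 48 h against 24 h glycerol. The median squared correlation between Cluster 2 and the reference strains changed by more than its spread to 0.890 (genes with a mean of at least 4) and 0.887 (Spearman) at 24 h glycerol, and to 0.790 (log2 CPM), 0.780 (all genes) and 0.652 (genes with a mean of at least 4) in methanol. Of the correlations within groups and the component shares, 4 of 34 alternatives did so. Single strains against a group were more sensitive, with 31 of 72 alternatives. With genes of a mean of at least 4, the correlation with the reference strains fell to 0.740 at 48 h glycerol and 0.673 in methanol for Y-17741, to 0.792 at 24 h glycerol and 0.950 in methanol for Y-11430, and to 0.812 in methanol for X-33 (0.880 with log2 CPM).

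Gene set tests and their alternatives were not run, nor was Y-48123 as the only reference at 48 h glycerol (1 library). Leaving out the libraries under 1000000 counts was not run for GS115 and Y-17741 at 48 h glycerol or for the Y-17741 interaction, which would rest on 1 library of the strain. Depth limits X-33 methanol replicate C most, where a count of 0 allows up to 42.3 CPM.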

Other observations

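All tests in this part were chosen after the result had been seen, except the splits of the libraries, which were planned.

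Splits of the libraries of each comparison into groups of the same sizes, with the strains pooled into 2 groups, gave as many calls as the real split in 1 of 100 splits, the real one itself, for Cluster 2 (24 h glycerol, 48 h glycerol and methanol), Y-17741 (24 h glycerol and methanol), Y-11430 and GS115 (24 h glycerol), the genotype comparison (24 h glycerol, 48 h glycerol and methanol), methanol against 48 h glycerol, and 48 h against 24 h glycerol. It was 2 of 100 splits for X-33 in each of the 3 conditions and for GS115 in methanol. For Y-11430 in methanol, where the pooled model made 1 call, 6 of 100 splits gave as many. It made 0 calls at 48 h glycerol, which fixed the outcome at 100 of 100 splits, so chance cannot be told from that. For Y-7556 against YB-4290, all 10 of the 10 splits at 24 h glycerol and in methanol gave as many calls as the real split, which had 0, and 10 splits cannot give a share under 0.05. Splits were not run for GS115, Y-17741 and the identical pair at 48 h glycerol, which had groups of 2.

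In each reference strain, 1 methanol library lay toward the Cluster 2 strains. These were Y-12729 replicate B (0.565), Y-48123 replicate C (0.413) and Y-48124 replicate C (0.404). For Y-48124, a mixture with a Cluster 2 strain that carries the linear plasmids is argued against by 3 plasmid counts (1.03 CPM), where at least 49.5 were needed. A mixture with any of the 4 Cluster 2 strains is argued against in all 3 libraries by abundant genes of these strains, chosen without the reference strains. The positions needed shares of 58.8% to 80.4%, but at least 20.5% of the genes that these would bring to more than 500 CPM stayed under 50% of the level needed, against at most 5% in libraries of the source strains themselves. GQ67_02095, at no less than 3893 CPM in Cluster 2, was at most 289 CPM in the reference strains. Over the 10 methanol libraries of the reference strains, as deviations from the strain means, position correlated with the share of reads outside the listed genes at r = 0.194 (permutation p = 0.651, rho = -0.0182, permutation p = 0.963) and with the logarithm of the total count at r = -0.0691 (permutation p = 0.755, rho = 0.0788, permutation p = 0.873). Permutations were within strains and two-sided. In this family of 4 tests, both adjusted p-values were 0.755, and r without the 2 libraries farthest from the median was -0.102 and -0.142. Over all 38 methanol libraries r was 0.0819 (permutation p = 0.711) for the share and 0.522 (permutation p = 0.188, adjusted p = 0.751, rho = 0.253) for the total count, the latter 0.328 without the 2 farthest. Depth as the source is argued against, because the other 7 libraries, thinned to 70901 counts, lay at -0.0555 or lower, and the 3 libraries had 2731733 to 3596059 counts, within the 2602695 to 4870117 of the others. The share of reads outside the listed genes as the whole source is also argued against, since after a fit on that share within strains the 3 libraries still deviated by 0.320 or more, and the others by -0.00421 or less. Differences between the cultures stay open, untested. Leaving out Y-12729 replicate B raised the Cluster 2 count in methanol from 1120 to 1335.

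Genes lower in the Cluster 2 strains lay near chromosome ends more often than other tested genes. Within 50 kb of an end lay 23 of the 196 lower genes at 24 h glycerol (odds ratio 5.08, adjusted p = 7.73e-08) and 23 of the 159 at 48 h glycerol (odds ratio 6.33, adjusted p = 5.38e-09), against 2.91% of tested genes at 24 h. In methanol the odds ratio was 1.41 (adjusted p = 0.318). The p-values are from Fisher's exact test, adjusted over 36 tests. For Y-17741 the odds ratios of lower genes were 5.01, 2.18 and 1.75 in the 3 conditions, and the genes higher in Y-11430 and in GS115 at 24 h glycerol also lay near ends, with odds ratios of 2.39 and 2.51, as did those lower in X-33 at 48 h glycerol (7 of 80, odds ratio 3.23, adjusted p = 0.0418). Sequence differences from the assembly, which reduce alignment, are argued against as the sole cause in Cluster 2, because Y-7556 and YB-4290 alone, whose sequence hardly differs from it, had 17 of 95 lower genes near ends at 48 h glycerol, an odds ratio of 7.88 (Fisher's exact p = 1.60e-09). At 24 h glycerol their odds ratio was 3.06 (16 of 204 lower genes, Fisher's exact p = 2.50e-04). Neighbouring genes are not independent, and a difference in silencing near chromosome ends stays open as a hypothesis, untested.

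GQ67_04371 (chromosome 4, 163794 to 164816, plus strand), chosen after its values were seen, varied between the 7 methanol libraries of Y-11430. Its level was 12040 CPM in replicate A, 62.8 in B, 17747 in C, 67.1 in D, 188 in E, 14852 in F and 238 in G. Its neighbour GQ67_04370 (162559 to 163468, minus strand) varied with it, at 314, 2.03, 427, 1.14, 1.62, 421 and 1.52 CPM. The same replicates stood apart over all genes. Correlations of log2(CPM + 1) were 0.985 to 0.990 among A, C and F and 0.986 to 0.992 among B, D, E and G. Between these sets they were 0.961 to 0.973. The comparisons of Y-11430 in methanol thus average over both sets. In the reference strains GQ67_04371 passed 100 CPM in 5 methanol libraries, up to 293 CPM in Y-12729 replicate C, while it was at most 42.3 CPM in the methanol libraries of the remaining strains and at most 26.8 CPM in glycerol. Reads crossing from the Y-11430 libraries may explain the levels in the reference strains, because the ratio of GQ67_04370 to GQ67_04371 above the Cluster 2 level was 0.0254 there and 0.0258 in Y-11430. The ratio in Y-11430 was set by replicates A, C and F. Replicates E and G, at a level near that of the reference strains, had a lower ratio, with only 6 and 5 counts of GQ67_04370. With so few counts, such reads cannot be told apart from expression in the reference strains themselves. No explanation was tested for the variation within Y-11430.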
